A study of Mus musculus with 18 samples. Its data were reported in "GDF15 promotes weight loss by enhancing energy expenditure in muscle" (2023).

How the data were processed

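Bulk RNA sequencing of liver was available for 18 C57BL/6 mice on a NASH diet housed at 29 °C from 8 weeks of age, with 6 mice treated with vehicle, 6 treated with GDF15 and 6 pair-fed to the GDF15-treated animals. GDF15 is a circulating stress cytokine that lowers food intake, and pair-feeding gives untreated mice only as much food as the treated mice ate, so that effects beyond food intake can be told from effects of eating less. The group and the replicate number of each sample came from the sample titles. The dose given to each mouse is not stated in the labels.

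The authors trimmed the reads with Trim Galore, quantified transcripts with Salmon and deposited one table of estimated counts per gene symbol, rounded to whole numbers and not scaled for library size. The versions, the transcriptome and the genome build are not stated, so no coordinates are given. The table held 16245 genes, and its lowest row total was 5, so genes below that total were not analysed here. All 18 columns of the table were used. Because Salmon splits reads that match several transcripts, levels of near-identical genes in 1 family (the Gsta, Cyp2c and Slc22a genes and Gm3776) are uncertain individually.

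Total counts per sample ranged from 16508864 to 35301853. A gene was taken as at the limit of detection at 3 counts, which corresponds to 0.0850 to 0.182 CPM over the 18 libraries. Sequencing reads without molecular identifiers are not independent molecules, so this floor covers counting error only.

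Differential expression followed the test named in the methods of the study. Counts were fitted with DESeq2 (version 1.42.0, R 4.3.3) with all 18 samples and group as the only factor, with median-of-ratios size factors, the Wald test and independent filtering. A gene was called different when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was above 1. Fold changes were not shrunken. The quasi-likelihood test of edgeR (version 4.0.16) with TMM normalization and its own expression filter, which kept 12992 genes, was run as an alternative.

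Principal component analysis used the 500 most variable genes after the variance-stabilizing transformation of DESeq2, blind to the groups. Scores of 2 groups were compared with an exact two-sided permutation test over all 924 splits of the 12 samples, for which the smallest possible p is 0.00216. Whole transcriptomes were compared with a pseudo-F of Euclidean distances between transformed samples, over the 462 splits that are distinct for that statistic.

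The groups, tests, thresholds, gene lists, rule for naming genes and alternatives were chosen before the data were examined, except where stated. Of 20 gene lists, 16 had at least 3 genes with a mean count of at least 10. The score of a list in a sample was the mean over its genes of the z-score of log2(normalized count + 1), and each of the 48 tests of a list in a comparison was exact and adjusted with the Benjamini-Hochberg procedure. A gene ontology database was not used here. The list of NASH signature genes held the genes that the study names, 21 in number. A further 10 lists of marker genes for cell types, zonation, receptor targets and clock phase were written after the main results were seen, and are used only in the closing observations.

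Named genes followed a rule. They were the 21 signature genes, members of the lists where a list is reported, and, among genes past both thresholds in both GDF15 comparisons with a mean normalized count of at least 50 and all 6 GDF15 samples on one side of the 12 others, the 6 with the largest falls and the 6 with the largest rises against vehicle. Lowest-p genes of the pair-fed against vehicle comparison were to be named too, but none passed.

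To measure how far pair-feeding moved livers along the GDF15 effect without sharing controls, the 6 vehicle samples were split into 3 and 3 in all 20 ways. Genes were called for GDF15 against one set, and the mean signed log2 difference of pair-fed samples was measured against the other set.

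The titles give each group the numbers 1 to 6. Because these might pair mice across groups, the replicate number was also entered as a block (as a factor in DESeq2, and as sign-flip tests over 64 sign patterns for scores, for which the smallest possible p is 0.0312). Other alternatives were TMM library sizes, a filter of at least 10 counts in at least 6 samples, no independent filtering, fits of the 12 samples compared, shrunken fold changes, a threshold inside the Wald test, no fold-change threshold, thinning of all libraries to the smallest total, and leaving out each sample in turn. A correction for GC content and transcript length, fits with only the 3 smaller or the 3 larger pair-fed libraries, and fits with replicates 1 to 3 or 4 to 6 of all groups, were added after the data were seen. The correction used loess curves with a span of 0.5, and 16166 of the 16245 genes had both values from the reference transcripts.

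The procedure was tested on simulated counts for 16227 genes with the means, dispersions and library sizes of the real samples, in which 200 genes were changed by 2 on the log2 scale in the GDF15 group. DESeq2 recovered 199 of them against vehicle with 2 false calls, and edgeR recovered 198 of the same 200 with 1 false call among the 13023 genes it tested. Of 200 simulated lists without a change, 5% had an exact p under 0.05, near the rate that an exact test gives by design. The 200 changed genes were drawn from genes with a mean normalized count of at least 50. Recovery was therefore not tested for genes with fewer counts or for smaller changes.

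No pair of libraries within a group held identical values. Over the 45 pairs within groups, the chi-square per degree of freedom of the counts ranged from 7.89 to 89.5, above sampling noise, so that none was taken as a repeat deposit of one library. This does not show that the samples came from separate mice, since repeat libraries of one sample may also differ by more than sampling noise. Each sample was counted as 1 replicate because the labels name it as a separate sample.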

Results

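Liver transcriptomes were measured in mice fed a NASH diet, an obesogenic diet that drives fatty liver with inflammation and fibrosis, to ask what GDF15 changes in the liver and which of these changes are also seen when food intake alone is matched. The 3 groups were vehicle, GDF15 and pair-fed, with 6 mice each. Libraries held 18059478 to 23215915 counts in the vehicle group, 16508864 to 25001486 in the GDF15 group and 17180057 to 35301853 in the pair-fed group. Library size did not differ between GDF15 and vehicle (exact two-sided permutation p = 0.628, n = 6), between GDF15 and pair-fed (exact p = 0.396) or between pair-fed and vehicle (exact p = 0.279). Albumin (Alb) took 7.41% ± 0.341 (SD, n = 6) of counts in GDF15 samples and 6.24% ± 0.352 in vehicle samples (exact permutation p = 0.00216, the smallest the design allows, adjusted p = 0.0325 over 15 tests of 5 library measures). Its share in pair-fed samples was 6.23% ± 1.06, and the difference of GDF15 from pair-fed did not pass (exact p = 0.0260, adjusted p = 0.114). The 10 most abundant genes together took 17.7% ± 0.978 of counts with GDF15, a share that did not differ from that with vehicle (exact p = 0.190).

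Principal component analysis was used to ask whether the groups separate. The first component held 56.2% of the variance of the 500 most variable genes, and all 6 GDF15 samples lay above all 12 others on it. The mean PC1 score was 14.5 ± 4.27 (SD, n = 6) with GDF15, −9.53 ± 6.32 with vehicle and −4.98 ± 5.56 with pair-feeding. GDF15 differed from vehicle by 24.0 and from pair-fed by 19.5 (exact permutation p = 0.00216 for each), and pair-fed differed from vehicle by 4.55, which was within the spread between mice (exact p = 0.216). Of the alternatives, log2(normalized count + 1) in place of the transformation moved the difference between GDF15 and vehicle most (PC1 score, GDF15 vs vehicle, 36.6). The second component held 11.5% of the variance and did not separate the groups (exact p = 0.861 for GDF15 against vehicle).

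**Figure D1:**
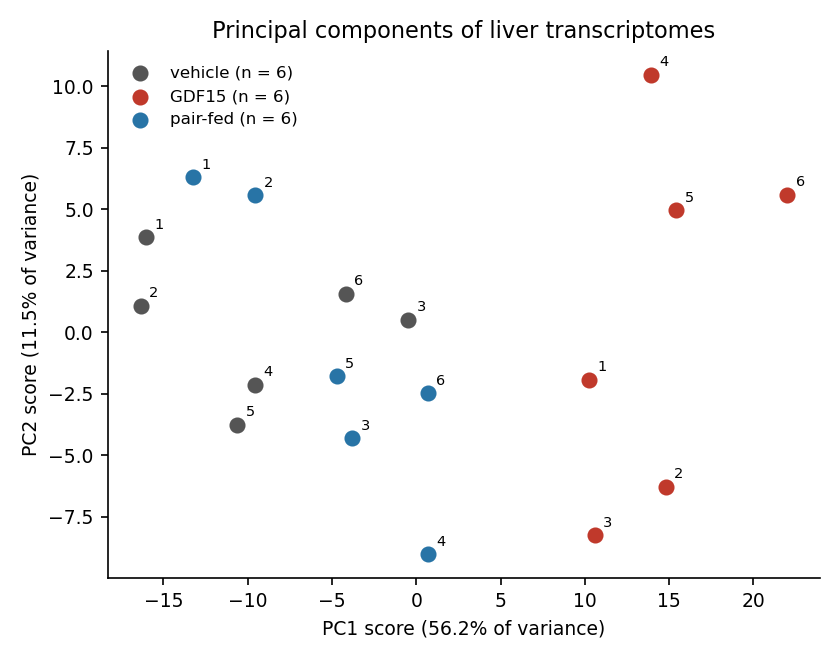
Scores of the 18 liver samples on the first (horizontal axis, 56.2% of variance) and second (vertical axis, 11.5%) principal components, with points coloured by group and labelled by replicate number. GDF15 samples lie between 10.3 and 22.0 on the horizontal axis, vehicle samples between −16.3 and −0.481, and pair-fed samples between −13.2 and 0.703.

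Sample-to-sample distances were compared in the same way. The pseudo-F was 7.50 for GDF15 against vehicle and 5.38 for GDF15 against pair-fed (exact permutation p = 0.00216 for both, adjusted p = 0.00325 over 3 tests). Distances from Spearman correlations moved the first value most (transcriptome distance, GDF15 vs vehicle, 12.4). It was 1.13 for pair-fed against vehicle (exact p = 0.264). Pair-fed and vehicle samples lay as far from each other (mean distance 31.5 ± 4.76, SD over pairs) as pair-fed samples lay among themselves (31.9 ± 5.10), whereas GDF15 and vehicle samples were 47.1 ± 8.00 apart.

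GDF15 was first compared with vehicle, which measures its whole effect including lower food intake. DESeq2 called 920 of 16245 genes different (adjusted p under 0.05 and absolute log2 fold change above 1), of which 788 were lower and 132 higher with GDF15. The quasi-likelihood test of edgeR called 744 genes, 629 lower and 115 higher, and 735 of these were shared. The choice of fold-change threshold moved the count most. With none, 4885 genes passed, 2562 lower and 2323 higher, and 64 passed when the threshold of 1 was placed inside the Wald test.

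GDF15 was then compared with pair-fed mice, which removes the part of the effect that matched food intake produces. DESeq2 called 484 genes, 394 lower and 90 higher, and edgeR called 403, 323 lower and 80 higher. Both GDF15 comparisons shared 347 genes that were lower and 72 that were higher, and 0 genes moved in opposite directions. Of the 920 genes called against vehicle, 917 changed in the same direction against pair-fed, and 849 changed by less, a count that choosing genes on the vehicle comparison itself raises. Both comparisons share the same GDF15 samples, which favours a shared direction. The 917 genes and the 0 opposite calls are therefore no independent check. The pair-fed libraries fell into 3 with 17180057 to 17926397 counts and 3 with 25047723 to 35301853. Against the 3 smaller libraries 754 genes were called, and against the 3 larger ones 250, so the count depended on which libraries were taken. With replicates 1 to 3 of all groups alone, 725 genes differed between GDF15 and vehicle and 534 between GDF15 and pair-fed, and with replicates 4 to 6 alone, 663 and 388.

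Pair-fed mice were compared with vehicle mice to ask what lower food intake did alone. No gene passed (0 calls, lowest DESeq2 adjusted p = 0.305), and 718 genes had an unadjusted p under 0.05 where 812 would be expected by chance. The edgeR test likewise called 0 genes, with 620 at an unadjusted p under 0.05. The 3 smaller pair-fed libraries alone gave 0 genes against vehicle (629 at an unadjusted p under 0.05), and the 3 larger ones 18 (1592 at an unadjusted p under 0.05). Over all 20 choices of 3 pair-fed samples this count ran from 0 to 29, with a median of 0 (621.5 at an unadjusted p under 0.05). Pair-fed and vehicle samples with the same number deviated from their group means together (mean correlation across genes 0.209, against −0.0418 for samples with other numbers). With the replicate number as a block, 2 genes passed both thresholds and both were lower with pair-feeding. They were Scn7a (log2 fold change −1.64 ± 0.36, SE, DESeq2 adjusted p = 0.0404) and Nlrp5, whose mean normalized count of 0.480 is below the floor. Both were singled out after their values were seen. With that block, the difference in PC1 score between pair-fed and vehicle had an exact sign-flip p of 0.0938, and the distance test with labels permuted within numbers had an exact p of 0.0938.

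The direction of the pair-fed samples along the GDF15 effect was measured with separate vehicle samples for choosing genes and for measuring them. Pair-fed samples lay on the GDF15 side of vehicle in 18 of the 20 splits of the vehicle samples. Their mean shift was 0.30 on the log2 scale, from −0.01 to 0.60 over splits, where GDF15 samples shifted by 1.46. This was 19.2% of the GDF15 shift on average, from −1.09% to 29.7%. On an axis of 749 genes drawn from GDF15 against the 12 other samples, the pair-fed shift of 0.30 did not exceed the spread between mice (exact permutation p = 0.173), and the block gave an exact sign-flip p of 0.0625.

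Genes with the largest changes were described next. Of 13207 genes with at least 10 counts in at least 6 samples, 1024 (7.75%) had all 6 GDF15 samples on one side of the 12 others, where chance gives 0.0108%. Among genes past both thresholds in both GDF15 comparisons with a mean normalized count of at least 50, 91 lower and 25 higher genes separated in this way. Among these genes, the largest fall was in Sprr1a, from 244 ± 103 normalized counts (SD, n = 6) with vehicle and 235 ± 167 with pair-feeding to 6.56 ± 4.37 with GDF15 (log2 fold change against vehicle −5.18 ± 0.52, SE, DESeq2 adjusted p = 4.01e-20). Cidec, which encodes a lipid droplet protein, fell from 2262 ± 566 normalized counts to 214 ± 193 with GDF15, and was 1576 ± 274 in pair-fed mice (log2 fold change −3.40 ± 0.50 against vehicle, DESeq2 adjusted p = 8.36e-10). Ubd and Cfd had log2 fold changes of −3.69 and −3.58 against vehicle. Gsta1 and Gm3776 had log2 fold changes of −4.16 and −4.17, with the limit that they belong to 1 gene family whose summed level rose by 0.20 (exact permutation p = 0.0628), carried by Gsta3.

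Among the 25 higher genes that separated in this way, the largest rise was in Slc22a26, from 24.8 ± 10.97 normalized counts (SD, n = 6) with vehicle and 35.9 ± 13.3 with pair-feeding to 177 ± 91.9 with GDF15 (log2 fold change 2.84 ± 0.35 against vehicle, SE, DESeq2 adjusted p = 6.99e-14). The cytochrome genes Cyp2c54, Cyp2c37 and Cyp2c29 rose by 2.70, 1.74 and 1.74 on the log2 scale, and the sum of the 14 Cyp2c genes rose from 28686 ± 6831 to 71880 ± 5466 normalized counts (log2 difference 1.36, exact permutation p = 0.00216). A Cyp2c gene outside that rule, Cyp2c69, chosen after its values were seen, rose from a mean of 2.35 normalized counts with vehicle to 87.2 with GDF15 (log2 fold change 5.21, DESeq2 adjusted p = 9.02e-09). The remaining rises among the genes named by the rule were in the transporter gene Slc22a7 (log2 fold change 2.10 ± 0.24) and the vasopressin receptor gene Avpr1a (1.64 ± 0.23).

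**Figure D2:**
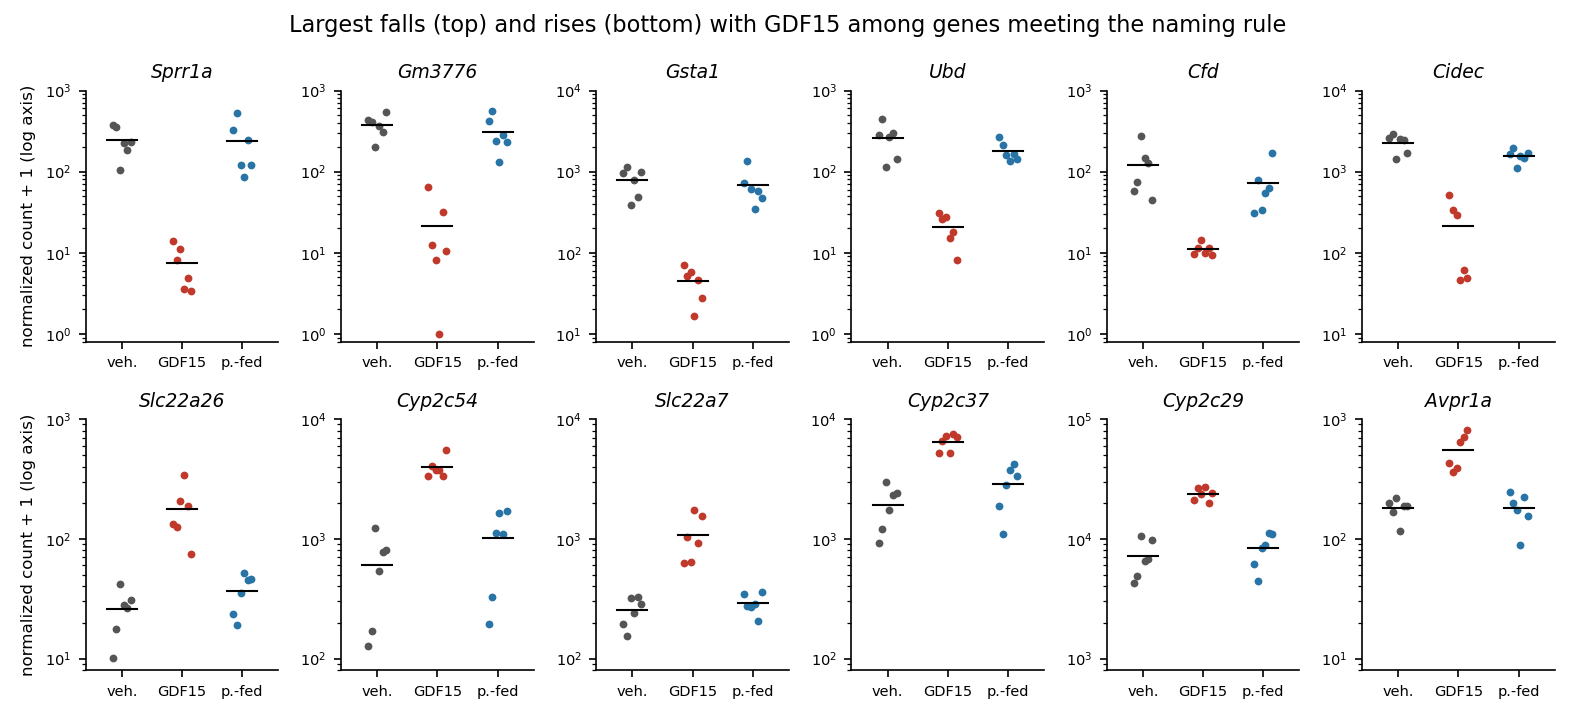
Normalized count + 1 (vertical log axes) of the 6 genes with the largest falls (top) and the 6 with the largest rises (bottom) among genes that met the naming rule, in each vehicle (veh.), GDF15 and pair-fed (p.-fed) mouse, with each group's mean as a line. All 6 GDF15 samples lie on one side of the 12 others in every panel, as the rule for naming these genes required.

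The NASH signature was examined to ask how genes tied to disease progression responded. Against vehicle, 16 of the 21 genes were lower in direction and 5 higher, and 10 were lower at a DESeq2 adjusted p under 0.05. None was higher at that level (0 genes, and 0 at an unadjusted p under 0.05). The number adjusted over the list alone was also 10, which is no independent check, because the genes of the published signature that are named are those found changed in the same data. Against pair-fed mice, 19 were lower in direction, 7 at an adjusted p under 0.05, and 7 when adjusted over the list alone. edgeR gave 9 and 7. Requiring a log2 fold change beyond 1 as well, which moved the counts most, gave 8 and 6. Col1a1 fell from 1404 ± 577 normalized counts (SD, n = 6) with vehicle and 896 ± 338 with pair-feeding to 246 ± 85.1 with GDF15 (log2 fold change −2.51 ± 0.32 against vehicle, SE, DESeq2 adjusted p = 2.88e-13). Col1a2 fell by 1.95 on the log2 scale (SE 0.20, DESeq2 adjusted p = 7.85e-19). The other genes lower at an adjusted p under 0.05 in both comparisons were Dusp8, Itgbl1, Ltbp2, Pdgfa and Tnfrsf12a, and Clic6, Epb41l4a and Fermt1 passed against vehicle alone. The difference between their effects in the 2 comparisons is that of pair-fed against vehicle, which did not pass for any of the 3 (unadjusted p = 0.186, 0.205 and 0.0358, DESeq2 adjusted p = 0.998 for each). The liver's own Gdf15 transcript was 1162 ± 479 normalized counts with vehicle, 965 ± 447 with GDF15 and 1077 ± 506 with pair-feeding, and did not differ (DESeq2 adjusted p = 0.643 against vehicle). Ccl20, Hecw1 and Hsd17b14 had mean normalized counts of 0.644, 0.294 and 0.816, too few at this depth for a difference to be detectable.

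**Figure D3:**
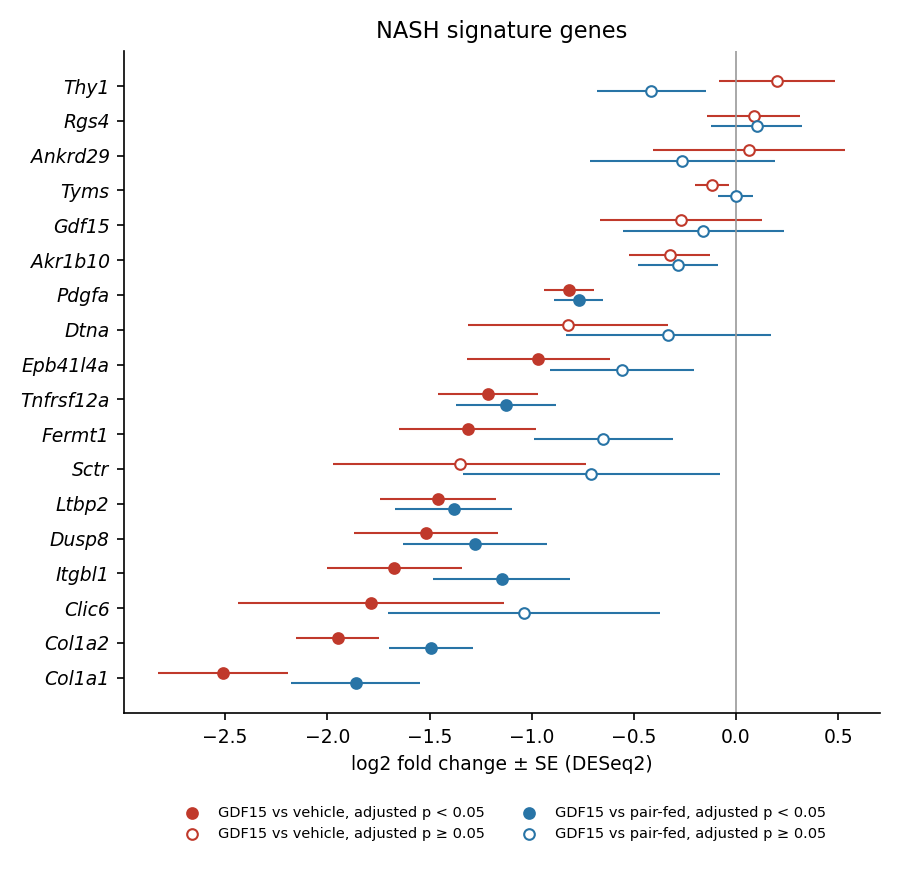
Log2 fold change (horizontal axis, DESeq2, bars are the SE) of the 18 NASH signature genes with an adjusted p, for GDF15 against vehicle (red) and against pair-fed (blue), with filled points at an adjusted p under 0.05. Filled points are all below 0, 10 for vehicle and 7 for pair-fed.

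Gene lists were scored to ask which programs moved. Of 48 tests, 13 had an adjusted p under 0.05, and median scoring or TMM scaling left that number at 13. The extracellular matrix score with GDF15 differed by −1.75 from that with vehicle and by −1.36 from that with pair-feeding, with all 6 GDF15 samples below all samples of each other group (exact permutation p = 0.00216, adjusted p = 0.00945 for both). Of its 30 genes, 29 were lower and 1 higher at a DESeq2 adjusted p under 0.05 against vehicle, and 23 were lower past both thresholds. The same exact and adjusted p held in both comparisons for the NASH signature score (−1.29 and −1.02), the macrophage and leukocyte score (−1.62 and −1.36), the mitosis score (−1.93 and −1.26) and the lipid droplet score (−1.41 and −1.24), again with 6 of 6 GDF15 samples below each other group. The NASH signature score used 14 of its 21 genes. They are genes that the study names as changed in the same data, so that score is no independent check. The circadian clock score was higher with GDF15 than with vehicle by 0.658 in 6 of 6 samples (exact p = 0.00216, adjusted p = 0.00945), but the difference of 0.481 from pair-fed did not pass (exact p = 0.0173, adjusted p = 0.0594). The growth hormone target score was higher than with vehicle by 0.849 (exact p = 0.0108, adjusted p = 0.0433), with 2 of 6 GDF15 samples above all vehicle samples, and the difference of 0.532 from pair-fed did not pass (exact p = 0.0736, adjusted p = 0.208). The Y chromosome score was higher than with pair-feeding by 0.930 (exact p = 0.0130, adjusted p = 0.0480), with 4 of 6 GDF15 samples above all pair-fed samples and a median log2 fold change of 0.12. This did not hold with median scoring (Y chromosome list score, GDF15 vs pair-fed, adjusted p = 0.0668). Against vehicle its difference of 1.03 did not pass (exact p = 0.0195, adjusted p = 0.0623).

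Lists of metabolic programs did not differ by more than the spread between mice when all 6 mice of each group were compared. The lipogenesis score differed by 0.458 between GDF15 and vehicle (exact permutation p = 0.381), where the SD between GDF15 mice was 1.06. The fatty acid oxidation score differed by −0.531 (exact p = 0.195), the cholesterol synthesis score by 0.795 (exact p = 0.177), and the score of beta-adrenergic and futile cycling genes by 0.0298 (exact p = 0.909). That last score used 14 genes, of which 2 were lower and 3 higher at a DESeq2 adjusted p under 0.05, so its mean covers opposite changes. GDF15 replicates 1 to 3 and 4 to 6 fell apart in these scores, as did the library totals of the GDF15 and the pair-fed groups, and the labels name no batch. Among replicates 1 to 3 the lipogenesis score differed from vehicle by −0.593 (exact p = 0.3) and the fatty acid oxidation score by 0.378 (exact p = 0.3). Among replicates 4 to 6 they differed by 1.51 and −1.44, with 3 of 3 GDF15 samples on one side of vehicle (exact p = 0.1 for each, the smallest that 3 against 3 can give). The beta-adrenergic and futile cycling score differed from vehicle by −0.351 in the first set (exact p = 0.1) and 0.411 in the second (exact p = 0.2). For cholesterol synthesis these differences were 0.280 (exact p = 0.7) and 1.31 (exact p = 0.2). Against pair-fed, the lipogenesis score differed by −1.08 among replicates 1 to 3 and by 1.14 among replicates 4 to 6, and the fatty acid oxidation score by 0.674 and −1.74 (exact p = 0.1 for each). These values do not show that the lists were unchanged. The sets were chosen after the values were seen, and the difference between them was not tested. The NASH signature, extracellular matrix, macrophage and leukocyte, mitosis and lipid droplet scores were lower in both sets, with 3 of 3 GDF15 samples below all vehicle and all pair-fed samples of the set (exact p = 0.1 for each). Between pair-fed and vehicle mice no list passed. The nearest was mitosis, which differed by −0.664 (exact p = 0.0455, adjusted p = 0.136), with 3 of 6 pair-fed samples below all vehicle samples. With the replicate block, for which the mean correlation of 0.209 between pair-fed and vehicle samples of the same number applies, its exact sign-flip p was 0.0625, and the lowest was that of cholesterol synthesis (difference 0.749, exact sign-flip p = 0.0312, exact p without the block 0.0779). No list passes adjustment under the block, since 0.0312 is the smallest p it can give.

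**Figure D4:**
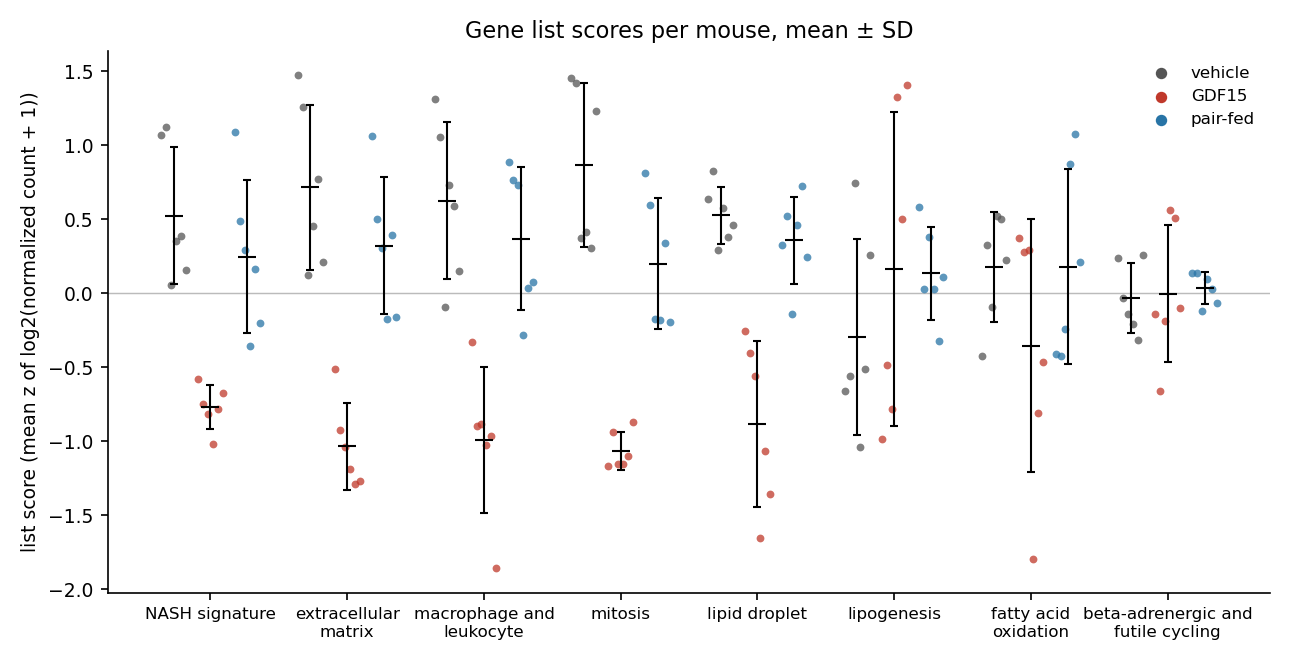
Scores of 8 gene lists (vertical axis, mean z-score of log2(normalized count + 1)) in each vehicle, GDF15 and pair-fed mouse, with the mean ± SD of each group as a bar. The 6 GDF15 mice lie below the 12 others for the NASH signature, extracellular matrix, macrophage and leukocyte, mitosis and lipid droplet lists, and overlap them for the other 3.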

Values the study reported

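The study reported that GDF15 lowered 20 genes of a 25-gene signature of NASH progression in liver and raised 1.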

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

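Samples were examined for values far from the others of their group (a gap that takes up most of the group's range, by Dixon's criterion). The tests that picked the values were not chosen after the result was seen, but the same-numbered mice were compared only after it was seen. The criterion picked 5 of 164 groups of 6 values, where chance alone gives 8.2, so their number is no more than chance gives. All 5 are signature genes with low or moderate counts. No biological explanation was tested.

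Ccl20 was at 1.03 normalized counts in GDF15 replicate 2 and at 0 in the 5 other GDF15 samples, and Hecw1 was at 1.21 in GDF15 replicate 6 and at 0 in the 5 others. Each is a single count in one library, under the floor of 3 counts. Dtna was at 2.33 normalized counts in vehicle replicate 3, against 7.42 to 12.7 in the other vehicle samples. It had 2 counts there, also under the floor.

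Fermt1 was at 48.5 normalized counts in pair-fed replicate 1, against 16.5 to 22.1 in the other pair-fed samples. Ltbp2 was at 93.0 normalized counts in vehicle replicate 1, against 47.7 to 56.6 in the other vehicle samples. These 2 libraries held 17392471 and 20472562 counts, inside the range of the other libraries of all groups, so small library size does not account for them. Both values are above the floor, and both are in replicate 1. The mouse with that number in the other group was also high, with Fermt1 at 54.2 normalized counts in vehicle replicate 1 and Ltbp2 at 90.5 in pair-fed replicate 1. Fermt1 was higher still in vehicle replicate 2 (64.6 normalized counts), where pair-fed replicate 2 was not high (19.2). The replicate 1 samples are the same-numbered pair-fed and vehicle samples with the highest correlation (0.610). Whether the number is a shared factor for these genes was not tested.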

How the results depend on the processing

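The correction for GC content and length, the fits with part of the pair-fed libraries and the fits of replicates 1 to 3 and 4 to 6 alone were chosen only after the data were seen. The counts of genes differing between GDF15 and vehicle (920) and between GDF15 and pair-fed (484) stayed within 1.5 times under edgeR, TMM library sizes, the low-count filter, no independent filtering, fits of the 12 samples compared, the replicate block, thinning and the GC content and length correction, with ranges of 744 to 930 and 403 to 502. Thinning to the smallest library left 821 of the 920 and 434 of the 484 genes called.

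The fold-change threshold was what these counts depended on. With no threshold they were 4885 and 3894, with shrunken fold changes 297 and 130, and with the threshold inside the Wald test 64 and 25. Most calls thus have an estimate beyond 1 whose error does not exclude 1. Leaving out each sample in turn gave from 715 to 1069 genes for GDF15 against vehicle and from 376 to 549 for GDF15 against pair-fed, over 12 fits each. With only the 3 smaller pair-fed libraries, 754 genes differed from GDF15, and with only the 3 larger ones, 250 did. The cause was not tested beyond library size, as given with the other observations.

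For pair-fed against vehicle, the count of 0 stayed at 0 except that it was 2 with the replicate block, 2 with the GC content and length correction and the block together, 18 with only the 3 larger pair-fed libraries, 3 with replicates 1 to 3 of all groups (464 at an unadjusted p under 0.05) and 11 with replicates 4 to 6 (574 at an unadjusted p under 0.05). Fits that each left out one sample gave from 0 to 2 genes. The fit of the 12 samples compared had 0 past both thresholds, but Cd300lg, Ccdc152 and Snrk had DESeq2 adjusted p of 0.00927, 0.0205 and 0.0205 with log2 fold changes of 0.43, −0.97 and 0.24. With the block, Cd300lg had an adjusted p of 0.0460. These genes were chosen after their values were seen, and the lowest adjusted p over the alternatives with the fold-change threshold outside the test ran from 0.00565 to 0.969. The causes of these changes were not tested, except that with the larger pair-fed libraries 8 genes were called after thinning, in place of 18. At an unadjusted p under 0.05 there were 718 genes in the fit of all samples and 730 with the block.

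With the replicate number as a block, 885 genes differed between GDF15 and vehicle and 501 between GDF15 and pair-fed, of which 853 and 454 were shared with the fits without it. With the GC content and length correction as well, 889 and 502 did. Same-numbered mice are different animals and did not deviate together in these comparisons as fitted (mean correlation −0.0489 and 0.0273). With an index of clock phase regressed out of every gene, the mean correlations were 0.0109 and 0.188. The second was matched by 4 of 720 matchings (exact p = 0.00556), as given with the other observations. PC1 scores and distances had an exact p of 0.0312, the smallest that 64 sign patterns give. Signature counts under the block were 10 and 7.

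No list score could pass under the block, because the smallest sign-flip p adjusts to 0.107 over 48 tests, so 0 of the 13 passed. The differences themselves do not change under it. They were −1.29 and −1.02 for the NASH signature (GDF15 against vehicle and against pair-fed), −1.75 and −1.36 for extracellular matrix, −1.62 and −1.36 for macrophage and leukocyte genes, −1.93 and −1.26 for mitosis, and −1.41 and −1.24 for lipid droplets.

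Reversals of direction were in differences near 0, none past its threshold, and their cause was not tested. Median scoring gave −0.0545 (lipogenesis list score, GDF15 vs pair-fed), 0.0503 (beta-adrenergic and futile cycling list score, GDF15 vs pair-fed), −0.0242 (cholesterol synthesis list score, GDF15 vs pair-fed), −0.0348 (fatty acid oxidation list score, pair-fed vs vehicle) and 0.0320 (other tissue: blood list score, pair-fed vs vehicle). TMM scaling gave −0.00887 for that fatty acid oxidation score. The log2 fold change of Tyms (Tyms, GDF15 vs pair-fed) was 0.00957 and 0.00537 under the GC content and length correction without and with the replicate block. Among single genes and the remaining lists, 4 results fell below their threshold, 3 of them under the block that no list can pass, and 1 rose above it.

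The pair-fed shift along the GDF15 axis fell from 0.30 to 0.11 without the fold-change threshold, as did the GDF15 shift, from 1.46 to 0.69, and was 0.30 with TMM library sizes. The cause was not tested. PC1 and distance results kept their direction and side of the threshold under the alternatives run. Depth limits the results for genes near the floor, such as Ccl20, Hecw1 and Hsd17b14.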

Other observations

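Tests of the second principal component, of the spread between mice along the GDF15 axis, of the pair-fed libraries taken 3 at a time and of the replicate numbering were chosen only after the results they bear on were seen. The marker gene lists for cell types, zonation and nuclear receptor targets were written after the main results and before their own values were seen, except that Spp1 of the cholangiocyte list and Alas1 of the CAR list had appeared among genes driving the components.

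By direction alone, 16 signature genes were lower and 5 higher with GDF15 than with vehicle. The first count is lower and the second higher than the value quoted from the study above. At an adjusted p under 0.05, 10 were lower and 0 higher (0 higher also at an unadjusted p under 0.05), both lower than the values quoted. The text of the study states no test or threshold for its signature counts, so the measures may differ. Of the 5 higher genes, Ankrd29, Rgs4 and Thy1 had log2 fold changes of 0.0648, 0.0868 and 0.201. The others, Hecw1 and Hsd17b14, had mean normalized counts of 0.294 and 0.816.

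Large counts of genes in the GDF15 comparisons were set against other splits of the same samples. Only splits that part every same-numbered pair were used, and 1 of the 32 splits, the real one, gave as many genes as the 920 for GDF15 against vehicle. The other 31 splits swap 1 to 3 mice between groups, and gave from 0 to 553 genes, with a median of 0. For GDF15 against pair-fed, 1 of the 32 splits gave as many as the 484, and the others gave at most 206. Thinning every library to the smallest total left 881 and 496 genes, so library size does not explain the counts. Correcting for GC content and transcript length left 930 and 485. For pair-fed against vehicle, 32 of the 32 splits gave as many genes, as any split must for a count of 0, and thinning left 0, which could not have fallen further and so does not test an effect of library size. At an unadjusted p under 0.05 that comparison had 718 genes, and 668 after thinning.

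Pair-fed livers may lie part of the way towards the GDF15 state. The shift was above 0 in 18 of the 20 splits of the vehicle samples, under the 19 that had been set beforehand for ruling out shared controls (19 of 20 with TMM library sizes). In every split the genes and the shift came from different vehicle samples, so shared controls do not enter, and the number of splits, which overlap, reflects the spread between mice instead. On the axis drawn from GDF15 against the 12 others the exact p was 0.173 without the replicate numbers, and the exact sign-flip p was 0.0625 with them as a block. Neither passed 0.05, so the shift cannot be told apart from the spread between mice.

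Lower levels of matrix and macrophage genes could come from fewer cells of a kind. Resident Kupffer cell identity genes had a median log2 fold change of 0.13 against vehicle and endothelial identity genes 0.0411, so RNA of these 2 cell types did not fall with the lists that were lower than in vehicle. Lymphocyte identity genes had a median of −0.67 against vehicle (score −0.425, exact p = 0.271, adjusted p = 0.507), so a loss of RNA of other cell types is not excluded. Against pair-fed, the Kupffer median was 0.00369, and the endothelial median was −0.13 (score −0.570, exact p = 0.271, adjusted p = 0.507). Lymphocyte identity genes differed from pair-fed by a score of −0.872 (exact p = 0.0152, adjusted p = 0.0649, 4 of 6 GDF15 samples below all pair-fed samples), so a smaller share of such RNA is not excluded in that comparison. Stellate cell identity genes had a median log2 fold change of −0.47 against vehicle (score −0.795, exact p = 0.0216, adjusted p = 0.0812), between the limits set beforehand. Their score differed from pair-fed by −0.996 (exact p = 0.00216, adjusted p = 0.0162), with 6 of 6 GDF15 samples below all pair-fed samples, so fewer or less active stellate cells cannot be told apart from lower matrix expression per cell. The cholangiocyte identity score differed from vehicle by −1.35 (exact p = 0.00433, adjusted p = 0.0216 over 30 tests, median log2 fold change −1.02, 5 of 6 GDF15 samples below all vehicle samples), and the difference from pair-fed did not pass (score −0.780, exact p = 0.0281, adjusted p = 0.0938, median log2 fold change −0.45). The study reported from flow cytometry that GDF15 lowered myeloid cell populations of the liver, and that lower food intake did not account for this. Its text does not say whether resident Kupffer cells were among them. A hypothesis is that GDF15 lowers a recruited or activated leukocyte population while leaving resident Kupffer cells, which single-cell data could test.

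Genes that rose with GDF15 were tested for zonation and for nuclear receptor targets. Pericentral and periportal scores both rose, by 0.769 and 0.951 (the larger exact p was 0.00433), so a shift towards pericentral expression does not explain the rises. The CAR and PXR target score did not differ from vehicle (difference 0.0116, exact p = 0.959), but its genes moved both ways. Of its 15 genes, 4 were lower and 5 higher at a DESeq2 adjusted p under 0.05. A mean over opposite changes cannot decide whether part of the list was induced, and several Cyp2c genes rose. A rise of hepatocyte genes of both zones could reflect more hepatocyte-specific expression in general or a larger share of hepatocyte RNA. Against vehicle, the endothelial and Kupffer medians of 0.0411 and 0.13 showed no fall. The cholangiocyte, lymphocyte and stellate medians were −1.02, −0.67 and −0.47, so a larger share of hepatocyte RNA is not excluded.

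Reads shared between paralogs were tested with family sums. The sum of the Cyp2c genes rose by 1.36 on the log2 scale, so that family as a whole rose. The sum of the Gsta genes and Gm3776 changed by 0.20, because Gsta3, at 28672 normalized counts in vehicle, outweighs Gsta1 at 794 and rose while Gsta1 fell. Gsta2 fell from 510 to 227 normalized counts and Gsta4 from 1220 to 868, so a shift of reads among the 4 lower members does not explain their falls. A shift of reads towards Gsta3, the only member that rose, could not be excluded for Gsta1 and Gm3776.

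The second principal component may reflect the time of day or feeding phase at which livers were taken. Recomputed without clock genes, its score followed the clock phase index (evening minus morning genes) with Spearman's rho of −0.93 and Pearson's r of −0.868 over 18 samples (permutation p = 1e-05 for both, the smallest that 100000 permutations give, adjusted p = 1e-04 over 10 relations). Without the 2 samples farthest from the median, r was −0.841. Within groups, r was −0.940 for vehicle, −0.879 for GDF15 and −0.983 for pair-fed (exact p = 0.00694, 0.0222 and 0.00139). Spearman's rho within groups was −0.829 for vehicle and for GDF15, which did not pass (exact p = 0.0583, adjusted p = 0.0833 for each), and −1 for pair-fed (exact p = 0.00278, adjusted p = 0.00926). The index did not differ between groups (exact p = 0.563 for GDF15 against vehicle). Within the GDF15 group it was 0.0628 to 2.28 in replicates 1 to 3 and −1.49 to −0.385 in replicates 4 to 6. The metabolic list scores parted the same replicates, so phase and a batch cannot be told apart as sources of that difference. Library total was also related to the component, with rho of −0.51 over all samples (permutation p = 0.0323, adjusted p = 0.0790) and r of −0.432 (permutation p = 0.0725). Without the 2 samples farthest from the median, r was −0.582 (permutation p = 0.0184). Within groups this r was −0.168, −0.637 and −0.434 for vehicle, GDF15 and pair-fed, none with an exact p under 0.05, and Spearman's rho did not pass either (exact p = 0.919, 0.242 and 0.803), so that an effect of library size is not excluded either.

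More genes differed from GDF15 for the 3 smaller pair-fed libraries (754) than for the 3 larger ones (250). After thinning the counts were 742 and 234, a ratio of 3.17, so library size itself does not explain it. This was the largest difference among the 10 splits of the 6 pair-fed samples into 3 and 3 (1 of 10 as large), a share that 10 splits cannot bring under 0.05. Over all 20 choices of 3 pair-fed samples the count ran from 222 to 754, and the count for pair-fed against vehicle from 0 to 29 with a median of 0 (274 to 1609 at an unadjusted p under 0.05). The smaller libraries were replicates 1 to 3 and the larger ones replicates 4 to 6. A batch of pair-fed mice or libraries may be the source, and the choice of mice cannot be told apart from it.

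Same-numbered pair-fed and vehicle samples deviated together, with a mean correlation across genes, which are not independent replicates, of 0.209, above 0 in 6 of 6 pairs. Of the 720 ways to match the samples, 30 gave a mean correlation as high (exact p = 0.0417), and pair 1 had the highest at 0.610. With 3 comparisons examined for such pairing, this would not pass a correction for 3 tests. Without the clock genes and the 500 genes most related to the second component the mean was 0.197, but this leaves any effect of phase on the other genes in place. Regressing the clock phase index out of every gene brought the mean to 0.0456 (245 of 720 matchings as high, exact p = 0.340), so a shared circadian or feeding phase remains as an explanation. The index of same-numbered pair-fed and vehicle samples was not itself related past the threshold (r of 0.618, exact p = 0.193, rho of 0.314, exact p = 0.564, 6 pairs). The same regression raised the mean correlation of GDF15 and pair-fed samples from 0.0273 to 0.188 (4 of 720 matchings as high, exact p = 0.00556), the cause of which was not tested. Another candidate explanation is that numbers follow the order of dissection or of library preparation, which the labels do not state.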
